A study of Mus musculus with 6 samples. Its data were reported in "Members of an array of zinc finger proteins specify distinct Hox chromatin boundaries" (2024).

How the data were processed

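RNA-seq was performed on mouse E14 embryonic stem cells (ESCs), a male line grown with LIF and inhibitors of MEK and GSK3, of 2 genotypes: WT and a *Patz1* knockout (KO). Each genotype had 3 libraries, placed in their group by the sample titles. Total RNA was depleted of ribosomal RNA and made into stranded libraries. The authors mapped the reads to the mm10 genome with Bowtie and deposited raw read counts per gene symbol, with no normalization and one file per library. The counting tool, its gene annotation, its use of strand and the handling of duplicate reads were not stated, so the values of genes with near-identical copies, and of genes that overlap another gene, are uncertain.

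The deposited counts summed to 46301472, 37573923 and 11040756 in WT replicates 1 to 3 and to 47721070, 46724594 and 11420268 in KO replicates 1 to 3. Each file held 23420 gene symbols, and 19404 of these had a count in at least 1 library. A value of 3 counts was taken as the floor of detection. It corresponded to between 1.69 and 8.21 normalized counts per library. Without molecular identifiers, such floors cover counting error only. Gene positions came from GENCODE M21 on GRCm38, the same build as mm10, with RefSeq for older symbols. A position was found for 23283 symbols, 1295 of them through an older symbol.

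Differential expression was tested with the Wald test of DESeq2 and an adjusted p-value threshold of 0.05, as in the methods of the study. The version here was 1.42.0, the test was two-sided, and p-values were adjusted with Benjamini-Hochberg. The other settings were not given in those methods and were chosen here. They were median-of-ratios size factors, a model of genotype alone, default independent filtering (optimised at 0.1) and no shrinkage of fold changes. Log2 fold changes are KO over WT with their standard error (SE). Normalized counts are counts divided by the size factors, given as mean ± SD over the 3 libraries of a genotype. Alternatives were the quasi-likelihood test of edgeR (version 4.0.16), limma-voom (limma version 3.58.1), TMM size factors, a filter of at least 10 counts in at least 3 libraries, no independent filtering, the replicate number as a block, and leaving out each library in turn. These, the gene lists and the tests of genes, lists and chromosome medians were set before the data were examined. A first look used filtering optimised at 0.05 and gave 1133 genes. The plan named the default filtering (0.1), which was adopted after that count had been seen. The fit at 0.05 was kept as an alternative. Further alternatives, added after the data were seen, were leaving out replicate 3 of both genotypes, and centring chromosome 11 and the distal part of X in each library, the last also with the replicate block. Lists were tested as sets with fry of limma.

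The lists held 16 cohesin and insulation factor genes, 39 *Hox* genes, 20 pluripotency genes, 24 early lineage genes, 42 imprinted genes (41 of them in the files), 9 Y-linked genes, 16 genes of the 2-cell-like state and 22 germline genes. Gene-level results of the study on these libraries had been read when the imprinted, Y-linked and germline lists were set. Counts of calls in those lists, adjusted over all genes or over the list alone, and their set tests are thus not independent evidence. The genes named are the 5 with the highest rise and the 5 with the deepest fall in log2 fold change among genes under the threshold with a mean normalized count of at least 50 in the higher genotype and no overlap between the libraries of the genotypes, the list members under the threshold (a few of them where more than 5 passed), and *Patz1*, *Maz*, *Nipbl*, *Mau2*, *Rad21*, *Ctcf* and *Pou5f1*. A list member that this rule would name is not reported here.

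For each chromosome and library, the median over genes with a mean normalized count of at least 50 was taken of log2(normalized count + 1) minus the mean of the gene over the 6 libraries. Its SE came from 1000 bootstrap draws of genes. Genotypes were compared with an exact two-sided permutation test, for which 3 against 3 libraries cannot give a p below 0.1. On X, the place of a single step in the KO minus WT difference was found by least absolute deviations, a step chosen after the chromosome medians were seen.

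Replicate numbers paired the libraries. Over 11524 genes, the deviations of same-numbered WT and KO libraries from their genotype means correlated at 0.469, 0.619 and 0.684 for replicates 1, 2 and 3. The pairing rests on these values and the shared numbers in the titles. No pair of libraries agreed within sampling noise: chi-square per degree of freedom was at least 9.50 in each of the 15 pairs.

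The code was tested on simulated counts for 19404 genes, of which 200 were changed. DESeq2 recovered 98.5% of the changed genes, with 9.22% false calls among 217 calls. edgeR recovered 97.0%, with 7.62% false calls. With the replicate block, DESeq2 recovered 95.0%, with 13.6% false calls. No effect shared by replicate number was simulated. Gene ontology terms, chromatin binding and other knockouts were not analysed here.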

Results

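To examine gene expression upon loss of PATZ1, a zinc finger protein studied for its part in chromatin boundaries, RNA was sequenced from 3 WT and 3 *Patz1* KO libraries of mouse ESCs. Depth was uneven within each genotype and similar between genotypes. Replicates 1 and 2 held between 37573923 and 47721070 counts, and replicate 3 held 11040756 counts in WT and 11420268 in KO. Replicate 3 also carried more ribosomal RNA in both genotypes. The share of counts on *Rn45s*, the ribosomal precursor, was 14.4% in WT and 12.5% in KO, against 1.79% to 3.03% in the other 4 libraries. The share on *Lars2* was 5.31% and 4.56% in replicate 3, against at most 0.162% elsewhere. In a principal component analysis, the first component (49.5% of the variance) separated the genotypes, and the second (30.9%) separated replicate 3 from the other replicates in both genotypes.

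*Patz1* itself, on chromosome 11 from 3288874 to 3309083 (plus strand, GRCm38, protein coding), was lower in every KO library. Normalized counts were 1838, 1983 and 1843 in WT replicates 1 to 3 and 853, 862 and 862 in KO replicates 1 to 3, so that KO held 45.5% of the WT mean. The log2 fold change was -1.14 (SE 0.10, adjusted p 1.58e-26, DESeq2). Counts per gene do not show which part of the transcript remained. The alternative that moved this value most was a separate centring of chromosome 11 in each library, chosen after the data were seen, under which the log2 fold change was -0.87.

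To ask whether cohesin and its loaders kept their WT level, the cohesin and insulation factor genes were compared. *Nipbl* (chromosome 15, 8290617 to 8444463) had 2904 ± 326 normalized counts in WT and 3067 ± 238 in KO (SD, n = 3 each), a log2 fold change of 0.08 (SE 0.11, adjusted p 0.838, DESeq2). *Mau2* (chromosome 8, 70016123 to 70042734) had 2137 ± 81.3 and 2177 ± 66.5, a log2 fold change of 0.03 (SE 0.09, adjusted p 0.941). The log2 fold changes of *Rad21*, *Ctcf* and *Maz* were 0.03, 0.04 and -0.08, with adjusted p-values of 0.932, 0.898 and 0.821. These 5 differences were within the spread between replicates. They concern RNA and do not show protein levels. Of the 16 genes, 1 passed the threshold over all genes tested, and 1 when adjusted over the list alone. This was *Smc1a* (X, 152016428 to 152062694), with 5805 ± 568 normalized counts in WT and 8125 ± 401 in KO, a log2 fold change of 0.49 (SE 0.10, adjusted p 9.60e-05). *Smc1a* lies in a part of X where most genes were higher in KO, and with that part centred in each library its log2 fold change was 0.04 (adjusted p 0.934).

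**Figure D1:**
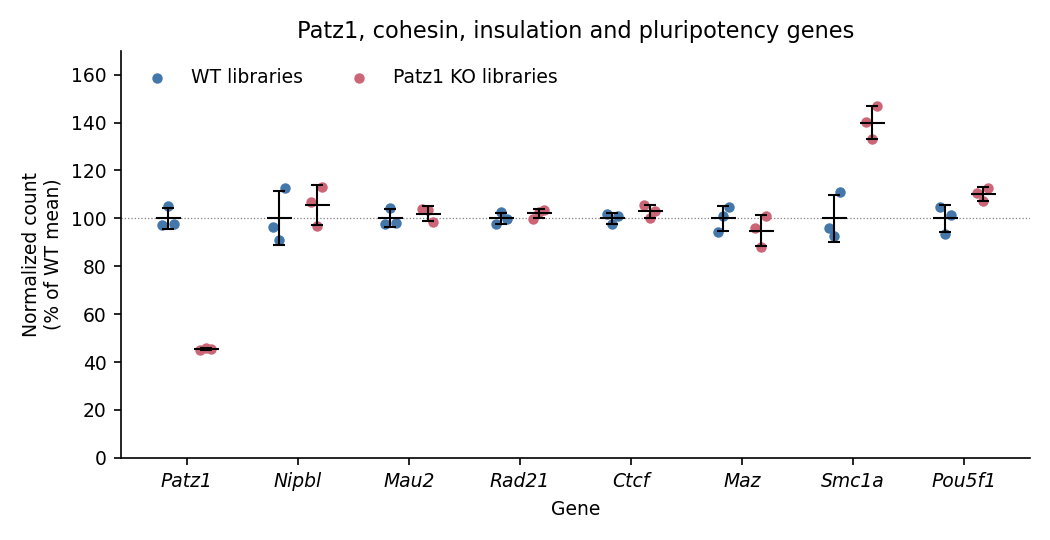
Normalized counts of 8 genes in each library as a percentage of the WT mean, with points for the 3 WT and 3 KO libraries and black bars for the mean and SD. *Patz1* lies at 45.5% in KO, *Smc1a* lies above all WT libraries, and the KO libraries of *Nipbl*, *Mau2*, *Rad21*, *Ctcf* and *Maz* overlap with WT, and those of *Pou5f1* do not.

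Across the transcriptome, 1146 of the 15309 genes with an adjusted p-value were under the threshold of 0.05 (DESeq2). Of these, 414 were higher and 732 lower in KO. An absolute log2 fold change of at least 1 was reached by 369 of them, 89 higher and 280 lower. The libraries of the genotypes did not overlap for 1127 of the 1146 genes and for 25.6% of all tested genes. Chance gives 10% if all libraries vary independently. Paired libraries do not, so 10% is only a rough guide. The alternative that moved the count most was the replicate block, with 2131 genes, 973 higher and 1158 lower, 1126 of them among the 1146. Leaving out 1 library gave 583 genes without KO replicate 1, 590 without KO replicate 2, 605 without WT replicate 1, 664 without WT replicate 2, 1016 without KO replicate 3 and 1341 without WT replicate 3.

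The highest rise by the stated rule was that of *Sv2a* (chromosome 3, 96181151 to 96195521), from 35.9 ± 4.56 normalized counts in WT to 268 ± 22.1 in KO (SD, n = 3 each), a log2 fold change of 2.97 (SE 0.23, adjusted p 2.02e-36, DESeq2). *Hist1h1t*, *Igsf21*, *Prph* and *Gm10406* followed, with log2 fold changes of 2.92, 2.54, 2.38 and 2.09. The deepest fall was that of *Xlr3a* (X, 73086293 to 73097095), from 221 ± 81.1 to 4.21 ± 4.23 normalized counts, a log2 fold change of -5.35 (SE 0.43, adjusted p 2.73e-32). *Nefm* (chromosome 14, 68082590 to 68124846) fell from 190 ± 47.3 to 4.51 ± 2.49, a log2 fold change of -5.19 (SE 0.42, adjusted p 7.48e-32). *Uty*, *Ddx3y* and *1700013H16Rik* had log2 fold changes of -5.03, -4.89 and -4.23. *Xlr3a* and *Gm10406* belong to families of near-identical copies, so their counts are uncertain. The 10 genes passed the threshold in every alternative tried.

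The genes under the threshold were unevenly spread over the chromosomes. On chromosome 11, 269 of 1262 tested genes (21.3%) passed, 255 of them lower in KO. On the other 18 autosomes the share was between 3.44% and 8.13%. On X, 134 of 567 tested genes (23.6%) passed, 110 of them higher in KO. With the replicate block, 491 genes on chromosome 11 and 1455 on the other autosomes passed, against 733 on the other autosomes without it. Leaving out 1 library gave between 106 and 364 genes on chromosome 11 and between 377 and 814 on the other autosomes. The counts on chromosome 11 were 112 without WT replicate 1, 141 without WT replicate 2, 106 without KO replicate 1 and 115 without KO replicate 2, and those on the other autosomes were 401, 415, 377 and 379 in the same order. Centring chromosome 11 and the distal part of X in each library, chosen after the data were seen, left 78 genes on chromosome 11.

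**Figure D2:**
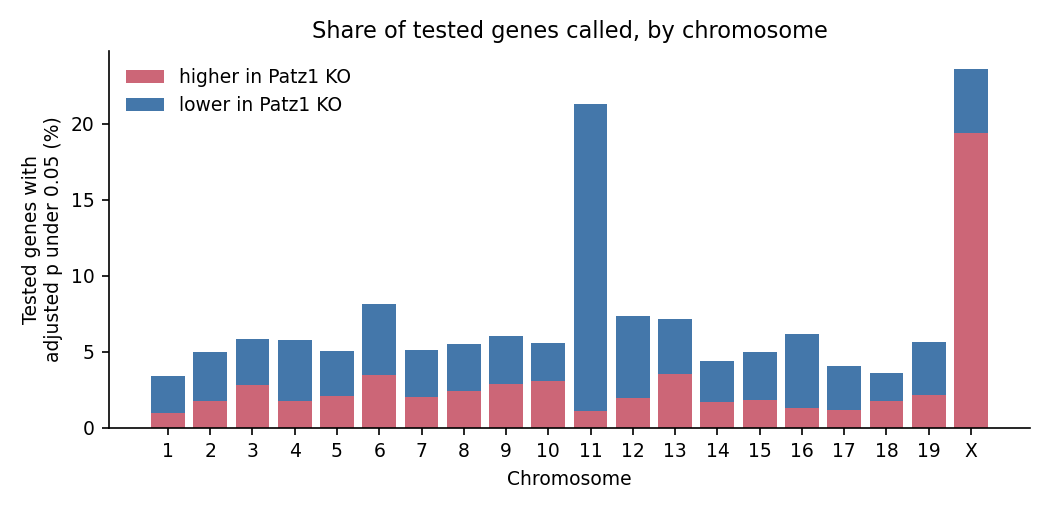
Percentage of tested genes on each chromosome with an adjusted p under 0.05 (DESeq2, 3 WT and 3 KO libraries), split into genes higher and lower in KO. Chromosome 11 (21.3%) and X (23.6%) stand above the other autosomes, the highest of which reaches 8.13%.

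Chromosome medians were then compared to ask whether whole chromosomes moved together. The median over 961 genes on chromosome 11 was 0.22, 0.11 and 0.07 (log2) in WT replicates 1 to 3 and -0.12, -0.13 and -0.15 in KO replicates 1 to 3, a difference of -0.27 in the mean. The differences of the other 18 autosomes were between 0.0043 and 0.064. X differed by 0.21 over 411 genes. The exact two-sided permutation test gave 0.1 for chromosome 11, X and Y, the smallest p it can give for 3 against 3 libraries, and 0.175 after Benjamini-Hochberg adjustment over 21 chromosomes. Of the other 18 autosomes, 9 also reached 0.1, with smaller differences. Within pairs of equal replicate number, chromosome 11 differed by -0.34, -0.25 and -0.21. The pair of replicate 3, with its shallow libraries rich in ribosomal RNA, thus showed the same direction as the deeper pairs.

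**Figure D3:**
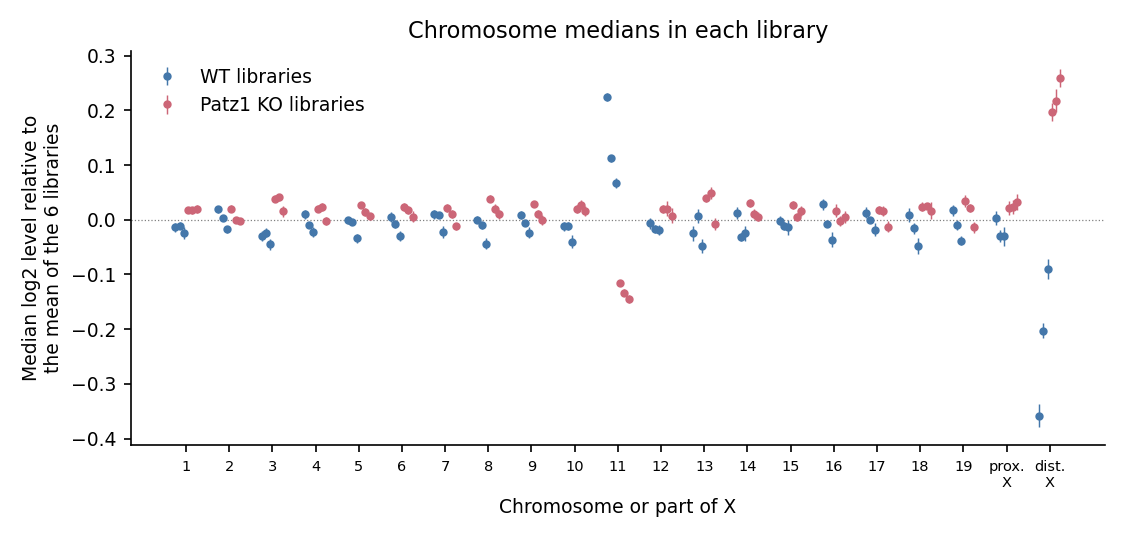
Median log2 level of each chromosome in each library, relative to the mean of the 6 libraries, with bootstrap SE bars over genes (genes with a mean normalized count of at least 50, pseudocount 1). KO minus WT is -0.27 on chromosome 11 and 0.44 on the distal part of X.

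On chromosome 11, 90.7% of the 961 genes were lower in KO, with a median log2 fold change of -0.26. In bins of 10 Mb, the median log2 fold change was between -0.31 and -0.19 in all 13 bins, and 0 of the 237 bins with at least 5 genes on the other autosomes were as low. On X, the difference rose in a step between *Ogt* (start 101640060) and *Pin4* (start 102119447). The 233 genes before the step had a median log2 fold change of 0.04 and the 178 genes after it 0.43. Of the 236 tested genes after the step, 42.8% passed the threshold, 98 of them higher and 3 lower in KO. Without WT replicate 1, KO replicate 1 or KO replicate 2, 57, 67 and 62 passed. The step fell between the same genes in each of the 3 pairs.

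**Figure D4:**
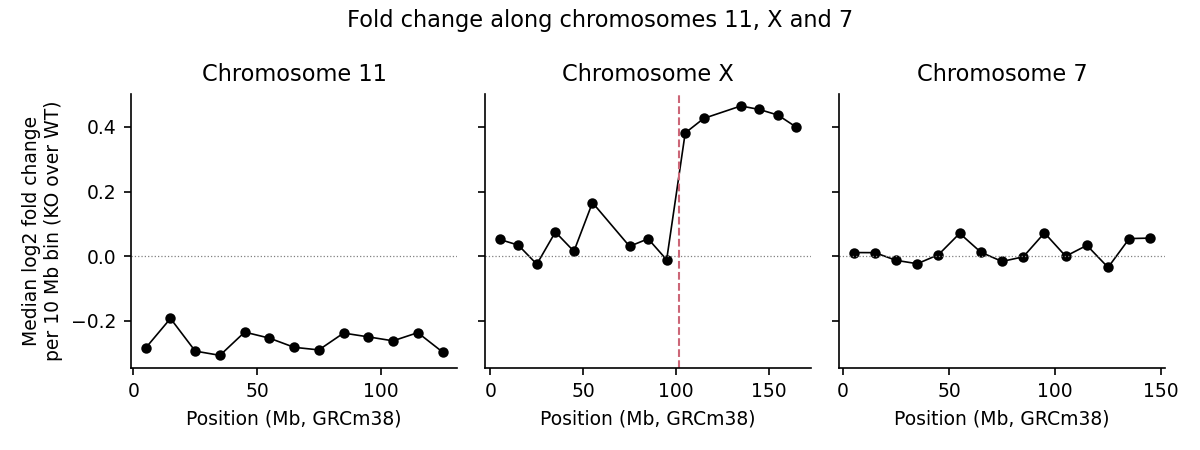
Median log2 fold change (KO over WT) of genes in bins of 10 Mb along chromosomes 11, X and 7, by position on GRCm38, for bins with at least 5 genes. Chromosome 11 lies between -0.31 and -0.19 throughout, X steps up at the dashed line at *Ogt*, and chromosome 7 stays near 0.

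All 7 of the 9 Y-linked genes with an adjusted p-value were under the threshold and lower in KO, as were 7 when adjusted over the list alone. *Ddx3y* (Y, 1260771 to 1286629) fell from 1837 ± 142 to 58.4 ± 14 normalized counts (SD, n = 3 each, log2 fold change -4.89, SE 0.16, adjusted p 1.82e-197, DESeq2). *Eif2s3y* (Y, 1010543 to 1028847) fell from 1751 ± 47.9 to 202 ± 11 (log2 fold change -3.10, SE 0.12, adjusted p 1.96e-145). Together, chromosome 11, the X genes after the step and Y held 377 of the 1146 genes (32.9%). Of the other 769 genes, 302 were higher in KO and the remainder lower. *Kdm5d*, *Usp9y* and *Zfy1* were at or under 3 counts in every KO library, and were at least 4.51-fold, 7.25-fold and 5.33-fold lower there.

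*Hox* genes were mostly near the limit of detection in both genotypes. Of 39 genes, 37 had a mean under 50 normalized counts and 9 had at most 3 counts in every library. Over all genes tested, 2 passed the threshold, and 5 when adjusted over the list alone. *Hoxa7* (chromosome 6, 52214491 to 52221854) fell from 32.7 ± 7.99 to 10.5 ± 5.07 normalized counts (SD, n = 3 each, log2 fold change -1.45, SE 0.50, adjusted p 0.0487, DESeq2). *Hoxa7* lost significance in each of the 6 fits without 1 library (adjusted p 0.0994 to 0.269). With all libraries kept, *Hoxa7* also missed the threshold with edgeR (adjusted p 0.0552), limma-voom (0.0513) and TMM size factors (0.0501). The same held without independent filtering (0.0616), with filtering optimised at 0.05 (0.0509) and with chromosome 11 and distal X centred (0.0683, and 0.0612 with the block). *Hoxa7* passed with the count filter (0.0392) and with the replicate block (0.0473). In the fits without WT replicate 1, WT replicate 2 or KO replicate 2, 0 *Hox* genes passed, with 6, 6 and 5 at an unadjusted p under 0.05. As a set the list gave an adjusted p of 0.165 with fry, and 0.0284 with the replicate block.

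Of the 20 pluripotency genes, 2 passed the threshold over all genes and 2 when adjusted over the list alone. *Dppa5a* (chromosome 9, 78367052 to 78368177) rose from 35158 ± 2976 to 45653 ± 1681 normalized counts (SD, n = 3 each, log2 fold change 0.38, SE 0.09, adjusted p 0.00223, DESeq2). *Dppa3* (chromosome 6, 122626410 to 122630272) fell from 50.7 ± 8.40 to 24.0 ± 2.53 (log2 fold change -1.08, SE 0.36, adjusted p 0.0375). *Dppa5a* lost significance without replicate 2 of WT (adjusted p 0.0543) or KO (0.0575), and *Dppa3* in 5 of the fits without 1 library (adjusted p 0.0740 to 0.312), the exception being the fit without WT replicate 3. In the fits without WT replicate 2 or KO replicate 2, 0 genes of the list passed, with 3 at an unadjusted p under 0.05 in each. *Pou5f1* (chromosome 17, 35506018 to 35510772) had 32176 ± 1842 and 35441 ± 885 normalized counts, a log2 fold change of 0.14 (adjusted p 0.454). With the replicate block *Pou5f1* passed (adjusted p 0.0405), and 5 genes of the list did. The set test gave an adjusted p of 0.0284 toward higher levels in KO, and 0.0827 with the block.

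Of 18 early lineage genes with an adjusted p-value, 4 passed over all genes and 5 when adjusted over the list alone. *Otx2* (chromosome 14, 48657677 to 48673819) and *Tfap2c* were higher in KO, with log2 fold changes of 1.45 (adjusted p 7.56e-07, DESeq2) and 0.66 (0.000919). *Krt8* and *Cdx2* were lower, with -0.66 (2.77e-05) and -0.72 (0.0350). *Tfap2c* lost significance without KO replicate 2 (0.0760), and *Cdx2* in each of the 6 fits without 1 library (0.0593 to 0.291). The fewest calls in the list, 2, came without KO replicate 2.

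Imprinted genes went both ways. Of 37 with an adjusted p-value, 11 passed over all genes, 4 higher and 7 lower, and 13 when adjusted over the list alone. *Grb10* (chromosome 11, 11930508 to 12038683) fell from 842 ± 51.1 to 354 ± 34.3 normalized counts (SD, n = 3 each, log2 fold change -1.23, SE 0.13, adjusted p 6.37e-19, DESeq2). *Plagl1* and *Rian* also fell, by log2 fold changes of -1.02 and -0.92, and *Igf2* and *Cdkn1c* rose by 1.53 and 1.45. Of the 22 germline genes, 11 passed, 5 higher and 6 lower, and 12 when adjusted over the list alone. *Fkbp6* had a log2 fold change of -2.82, *Aire* 2.05 and *Zcwpw1* 1.11. Without KO replicate 1 the germline list held 7 calls. Some members of the imprinted and germline lists were known from the study, so these counts are not independent evidence.

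Genes of the 2-cell-like state, a transient state of a few cells in ESC cultures, varied between libraries of one genotype. Of 15 with an adjusted p-value, 7 passed over all genes and 14 when adjusted over the list alone, all lower in KO. *Gm20767* had 170, 966 and 805 normalized counts in WT replicates 1 to 3 and 49.7, 121 and 127 in KO replicates 1 to 3 (log2 fold change -2.71, SE 0.78, adjusted p 0.0111, DESeq2). *Tcstv3* had a log2 fold change of -2.88 (SE 0.88, adjusted p 0.0190). Many of these genes have near-identical copies, so single values are uncertain. *Gm20767* lost significance without replicate 2 or 3 of WT (adjusted p 0.164 and 0.0873) or replicate 1 or 2 of KO (0.117 and 0.0711), and *Tcstv3* in each fit without 1 library but that without WT replicate 1 (0.0567 to 0.209). With the replicate block 12 genes passed, without WT replicate 1 13 genes did, and without WT replicate 2 only 1 did. As a set the list gave an adjusted p of 0.169 with fry, and 0.0280 with the replicate block.

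The set tests were adjusted with Benjamini-Hochberg over the 8 lists. The other lists gave adjusted p-values of 7.30e-05 for the Y-linked genes and 0.0148 for the imprinted genes, both toward lower levels in KO, and of 0.169 for the cohesin and insulation factors, 0.203 for the lineage genes and 0.557 for the germline genes (fry of limma). This test detects only a net shift of a list in a common direction. Most members need not share it: of 37 imprinted genes, 19 were lower and 18 higher in KO (median log2 fold change -0.01). The test of fry for changes in either direction gave adjusted p-values of 1.35e-05 for the *Hox* genes, 1.35e-05 for the Y-linked genes, 1.43e-05 for the germline genes, 2.28e-05 for the lineage genes, 4.45e-05 for the imprinted genes, 0.00184 for the cohesin and insulation factors and 0.00568 for the pluripotency genes. It gave 0.0934 for the 2-cell-like genes, and 0.00678 for these with the replicate block. Both tests of fry ask whether a list changed at all, not whether it changed more than other genes. A few changed members can give a low p in the test for either direction. The genotypes already separated for 25.6% of all tested genes, so low p-values here are not specific to a list. Of the 16 cohesin and insulation factor genes, 1 passed the threshold and 3 lie on chromosome 11 or X.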

Values the study reported

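The study reported that 1,146 genes changed expression when PATZ1 was lost in mouse ESCs. It described *Nipbl* and *Mau2* as being at the WT level. By western blot it found less MAZ protein in its *Patz1* KO clones, which RNA counts do not measure.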

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

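Tests with region centring (chromosome 11 and the distal X set to the same median in each library) and leaving out replicate 3 of both genotypes were chosen only after the results were seen. Filtering optimised at 0.05 was the first look. Its count was seen before the default filtering, which gave the 1146 genes, was adopted, so the match with the count of the study is not independent of that look. *Patz1* kept its direction and its side of the threshold under every alternative, with log2 fold changes from -1.16 to -0.87 and adjusted p-values from 6.48e-41 to 0.000126. The median differences of chromosome 11, X, Y and the distal X moved by less than the spread between replicates with a minimum mean of 200, TMM size factors or a pseudocount of 0.5, and kept their sign without each library (chromosome 11 from -0.30 to -0.22, distal X from 0.37 to 0.50).

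The number of genes under the threshold was 961 with edgeR, 1190 with limma-voom, 1132 with TMM size factors, 1145 with the count filter, 1074 without independent filtering and 1133 with filtering optimised at 0.05. It was 1332 without both replicate 3 libraries and 797 with region centring, 771 of these among the 1146. It was 2131 with the replicate block, 719 at an adjusted p under 0.01 and 369 with an absolute log2 fold change of at least 1, and from 583 to 1341 across the 6 fits that each left out one library. The changes to 719 and 369 follow from a stricter threshold. The falls without one library go with fewer libraries, but the count rose without WT replicate 3, and the cause of that was not tested. For the block the cause was not tested. In simulated counts its share of false calls was higher (13.6% against 9.22%). Those counts held no effect shared by replicate number, so they cannot judge the block on these paired libraries. Region centring with the replicate block gave 1656 genes, 896 higher and 760 lower, so that 45.9% were lower. The share lower was 63.9% of the 1146, 62.2% with region centring alone and 54.3% with the block alone. The block changed no other call of a named gene than that of *Pou5f1*.

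Cohesin and insulation factor calls went from 1 to 0 with region centring, without and with the replicate block (0 and 2 genes at an unadjusted p under 0.05), since *Smc1a* lies in the centred region. *Hox* calls were 4 with the count filter, which tests fewer genes, and 1 with TMM size factors, without independent filtering, with filtering optimised at 0.05, without both replicate 3 libraries, and with region centring without or with the block. They ranged from 0 to 1 across the fits without one library, with 5 to 6 genes at an unadjusted p under 0.05. Pluripotency calls were 5 with the replicate block, 1 without both replicate 3 libraries, 1 with region centring and 4 with region centring and block, and 0 to 2 across the fits without one library (3 genes at an unadjusted p under 0.05 in both fits with 0). 2-cell-like calls were 4 with edgeR, 2 with limma-voom, 4 with the count filter, 12 with the replicate block, 4 without both replicate 3 libraries and 12 with region centring and block, and 1 to 13 across the fits without one library. Lineage calls ranged from 2 to 4 and germline calls from 7 to 10 across those fits. Where no construction is named, the cause was not tested. Imprinted and Y-linked calls stayed within 1.5 times their count under all alternatives.

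Of 37 named genes recomputed under each alternative, 27 kept their direction and their side of the threshold throughout, and none reversed. With all libraries kept or both replicate 3 libraries left out, 7 changed, in 19 cases weaker and 2 stronger. Leaving out one library weakened 8. Depth is one limit of the *Hox* comparison, as 3 counts equalled 8.21 normalized counts in WT replicate 3.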

Other observations

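Of the tests below, those of GC content, gene length and expression level and those with random gene lists were set before their results were seen. All other tests were chosen after the result they bear on was seen, on the same data. Which clone or clones the KO libraries came from was not stated, so a difference that arose by chance in the cells of one genotype cannot be separated by these libraries from an effect of PATZ1.

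Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many genes under the threshold as 1146, and with 10 splits the share cannot fall below 0.1. Among the 4 splits that part all 3 pairs, the other 3 gave 0 genes, with 21 to 189 at an unadjusted p under 0.05, against 2700 for the real split. The largest other count was 111, in a split that kept replicate 3 of both genotypes together. The other 3 splits that did so gave 0, 26 and 17 genes, with 875, 1195 and 933 at an unadjusted p under 0.05. The shifts of chromosome 11, distal X and Y are not the whole source of the calls, since 769 lay outside these regions. Most of these were on the other autosomes, where 733 genes passed, and from 377 (without KO replicate 1) to 814 across the fits that each left out one library, with 379, 401 and 415 without KO replicate 2, WT replicate 1 and WT replicate 2.

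Chromosome 11 was lower in KO along its whole length. GC content, gene length and expression level do not account for it: the lowest median among 10000 sets of genes from other autosomes, matched on all of these, was 0.0090 in the replicate block fit, against -0.26 for the 960 matched genes of chromosome 11. Depth and ribosomal RNA content do not account for it either, because the pair of replicate 3, alike in both, differed by -0.21, where the other autosomes in that pair lay between 0.0052 and 0.065. Regulation of a minority of its genes is argued against by the 90.7% of genes that were lower. A copy number difference over the whole chromosome remains a candidate explanation, as all 13 bins of 10 Mb lay within 0.1 of the chromosome median. A hypothesis is that some WT cells carry an additional chromosome 11 that KO cells lack. The size of the shift (-0.27) was below the 0.58 (log2) of 3 copies against 2. Which genotype departs from 2 copies, and whether PATZ1 has a part in it, stay open without DNA data.

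The WT libraries also differed from each other on chromosome 11. WT replicate 1 exceeded replicate 2 by 0.112, while the other autosomes differed by -0.032 to 0.043, so this is beyond the spread of other chromosomes. The KO libraries spanned 0.030. On the distal X the WT libraries followed the reverse order, at -0.36, -0.20 and -0.09. Why the WT libraries differ there was not tested.

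The distal X was higher in KO. The highest median among 10000 matched sets was 0.105, against 0.44 for the 177 matched genes, which argues against GC content, gene length and expression level. Within the pair of replicate 3 the difference was 0.35, against depth and ribosomal RNA. A change of dosage of the whole X is argued against by the proximal X, at 0.044, within the range of the autosomes. The step lay between the same genes in 3 of the 3 pairs, as a copy number difference of one segment would give, and this may be a duplication or another rearrangement. Its breakpoint, if there is one, would lie between 101640060 and 102119447, or near it, since only genes with enough counts place it. The shift (0.44) was below the doubling that an additional copy of a single X segment would give in all cells of a male line. The WT libraries differed more from each other there than the KO libraries (SD 0.13 against 0.032). Which genotype departs from a single copy stays open without DNA data.

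The Y-linked genes were low in KO but not to the same extent. KO libraries held 3.18% of the WT level of *Ddx3y* and 3.24% of *Uty*, but 11.6% of *Eif2s3y* and of *Uba1y*. A few Y-bearing cells in the KO culture as the whole source of the remaining counts is argued against, because the share of *Eif2s3y* was 3.63 times that of *Ddx3y* and the libraries of both did not overlap. Loss of Y in most KO cells stays open, as do reads from the X-linked copies of these genes, which was not tested.

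*Patz1* lies on chromosome 11, and the chromosome shift is not the whole source of its fall: with the chromosome centred in each library its log2 fold change was -0.87 (adjusted p 1.78e-13; range over the alternatives 6.48e-41 to 0.000126). For *Smc1a*, the only cohesin gene that passed, the distal X shift may be the source, since its log2 fold change was 0.045 with distal X centred (adjusted p 0.934; over the alternatives the adjusted p ranged from 2.48e-15 to 0.934).

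Imprinted genes were frequent among the calls. None of 10000 random lists matched on expression (0) held as many as the 11 calls of the list, the highest holding 10 and the median list 3. As some members were known from a table made on these libraries, this is not independent evidence. Some of the 11 calls are close neighbours on a chromosome and may change together. Each random gene was drawn singly, so the random lists do not allow for that. The chromosome 11 and distal X shifts do not account for the imprinted calls, because 10 of the 11 calls lay outside both regions. Differences in imprinting between the cells sequenced, and an effect of PATZ1, cannot be separated by these libraries.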
